# Maternal blood transcriptome as a sensor of fetal organ maturation at the end of organogenesis in cattle^†^

**DOI:** 10.1093/biolre/ioad103

**Published:** 2023-09-02

**Authors:** Maria Belen Rabaglino, José María Sánchez, Michael McDonald, Elena O’Callaghan, Pat Lonergan

**Keywords:** cattle, gestation, machine learning, transcriptomics, organ development

## Abstract

Harnessing information from the maternal blood to predict fetal growth is attractive yet scarcely explored in livestock. The objectives were to determine the transcriptomic modifications in maternal blood and fetal liver, gonads, and heart according to fetal weight and to model a molecular signature based on the fetal organs allowing the prediction of fetal weight from the maternal blood transcriptome in cattle. In addition to a contemporaneous maternal blood sample, organ samples were collected from 10 male fetuses at 42 days of gestation for RNA-sequencing. Fetal weight ranged from 1.25 to 1.69 g (mean = 1.44 ± 0.15 g). Clustering data analysis revealed clusters of co-expressed genes positively correlated with fetal weight and enriching ontological terms biologically relevant for the organ. For the heart, the 1346 co-expressed genes were involved in energy generation and protein synthesis. For the gonads, the 1042 co-expressed genes enriched seminiferous tubule development. The 459 co-expressed genes identified in the liver were associated with lipid synthesis and metabolism. Finally, the cluster of 571 co-expressed genes determined in maternal blood enriched oxidative phosphorylation and thermogenesis. Next, data from the fetal organs were used to train a regression model of fetal weight, which was predicted with the maternal blood data. The best prediction was achieved when the model was trained with 35 co-expressed genes overlapping between heart and maternal blood (root-mean-square error = 0.04, *R*^2^ = 0.93). In conclusion, linking transcriptomic information from maternal blood with that from the fetal heart unveiled maternal blood as a predictor of fetal development.

## Introduction

The embryonic and fetal periods are those imposing the most pronounced changes in the life of an individual. In mammals, pregnancy strongly alters maternal physiology, leading to metabolic and endocrine adaptations. In humans, given the invasive nature of placentation, circulating cell-free fetal DNA and RNA are detectable in maternal blood and can be measured to track pregnancy progression accurately and to diagnose pregnancy-associated pathologies [1–4]. In species with more superficial placentation, the use of maternal blood for pregnancy-related diagnoses is more limited. Nonetheless, in the cow, measurement of circulating pregnancy-associated glycoproteins, synthesized by the giant binucleate cells of the developing trophoblast that migrate to the endometrial epithelium initiating conceptus attachment [5], has been used to successfully determine pregnancy status [6, 7] and more recently, to determine the timing of presumptive conceptus attachment [8, 9]. Furthermore, expression of interferon-stimulating genes in circulating maternal blood leukocytes is used as an early indication of pregnancy [10]. However, changes in maternal blood reflecting fetal growth and organ maturation are still unknown for cattle.

To explore this aspect, a model is necessary where fetal growth can be stimulated non-pharmacologically. Previous studies in cattle demonstrated that progesterone (P4) concentrations during the first week post-ovulation directly influence the endometrial transcriptome [11] which, in turn, impacts embryonic trophoblast elongation [12]. High P4 concentrations advance the temporal changes that occur in the uterus, resulting in longer conceptuses [12–14] which produce more interferon-tau [14], the maternal recognition of pregnancy signal in ruminants [15]. Based on this knowledge, we used a previously established asynchronous embryo transfer model, known to accelerate conceptus elongation [16, 17] in association with an advanced uterine environment [18], to demonstrate that transferring Day 7 blastocysts into a Day 9 uterus, i.e., primed with higher P4 concentrations, led to heavier and larger Day 42 fetuses [19]. That study [19] generated fetuses with different weights at 42 days of gestation, recognized as the beginning of the fetal period in cattle [20]. Here, we studied 10 of those fetuses (all males) to test the hypothesis that the observed variations in fetal growth also impacted the maturation of organs differentiated by this stage, such as the liver, gonads, and heart. We tested this hypothesis through a transcriptomic approach since gene expression coordinates embryonic development and organ function [21]. Furthermore, somatic organs undergo a main period of transcriptional change during the embryonic/fetal period, which is characterized by an increase in the expression of genes with early organ-specific functions. The human brain, liver, and gonads experience this period around 5–6 weeks after conception or at around 4 weeks for the heart [22]. As the heart becomes functional earlier than the other organs [23], and its development is closely related to that of the placenta [24, 25], we hypothesize that molecular changes in the heart can potentially influence the maternal blood transcriptome. The objectives of this study were to determine the transcriptomic modifications in maternal blood and fetal liver, gonads (testes), and heart according to fetal weight and to model a molecular signature based on the fetal organs allowing the prediction of fetal weight from the maternal blood transcriptome.

Functionally related genes are often co-regulated [26, 27]. Thus, we applied co-expression cluster analyses to identify biologically relevant genes dynamically changing according to fetal weight in each fetal organ and in maternal blood. The analyses were carried out considering (i) all the fetal organs together (as a single dataset), (ii) each fetal organ dataset individually, and (iii) the three fetal organ datasets in the same analysis, to determine co-expression clusters shared between the organs.

## Materials and methods

### Animals

All experimental procedures involving animals were sanctioned by the Animal Research Ethics Committee of University College Dublin and were licensed by the Health Products Regulatory Authority, Ireland, in accordance with Statutory Instrument No. 543 of 2012 under Directive 2010/63/EU on the Protection of Animals used for Scientific Purposes.

Details of the experimental design can be found in our previous publication [19]. Briefly, heifers were randomly assigned to one of the two groups: those receiving a Day 7 embryo on Day 7 of the cycle (synchronous; ET_D7, *n* = 23) and those transferred a Day 7 embryo on Day 9 of the cycle (asynchronous; ET_D9, *n* = 33). The synchronization protocol was started 2 days earlier for heifers in the ET_D9 group, such that ET was done on the same day for both groups. Blood samples were collected in Tempus Tubes (Thermo Fisher Scientific, Waltham, MA, USA) from pregnant heifers (*n* = 25) on Day 42 of gestation, following which they were slaughtered in a commercial abattoir. The reproductive tract was recovered and held on ice until processing for sample collection, which was done within 30 min of slaughter. The pregnant uterine horn was opened along the major curvature to expose and retrieve the fetal membranes. Once the fetus was isolated, the liver, heart, and gonads were dissected, placed in individual RNAse-free tubes, and snap-frozen in liquid nitrogen. Blood and fetal organ samples were stored at −80°C. Samples corresponding to 10 male fetuses with divergent weight (equally derived from heifers in the ET_D7 and ET_D9 groups) were employed in the current study.

### RNA extraction, library preparation, and sequencing

Blood and tissues samples were shipped on dry ice to Macrogen Europe (Amsterdam, Netherlands), which performed the RNA extraction, quality control, library preparation, and sequencing. One sample from the heart, one from the gonads, and two from the liver were discarded after quality control because of the rRNA ratio and RIN <7. For the rest of the samples, libraries were prepared with Truseq-stranded mRNA for all tissue samples and SMARTer Stranded RNA library for the blood samples, followed by PE100 sequencing with the NovaSeq platform, generating ~30 million raw reads per sample in FASQ format.

### Bioinformatic analysis

The read qualities for each fastq file were accessed with FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/), and low-quality bases and adapters were removed with Trimmomatic (V 0.39) [28]. The sequenced reads were mapped to the bovine reference genome (bosTau 9) with the STAR aligner (V 2.7.0b) [29], generating the genome index with the ARS-UCD1.3 assembly. On average, 86.7% of the reads were uniquely mapped to the genome, ranging from 70.6% to 93.2%. Read counts were estimated at the gene level, and the counting was done with featureCounts [30], part of the Subread software (V 2.0.3).

### Identification of clusters of co-expressed genes in the processed data

The analyses were carried out considering the following:

- All the fetal organs together (as a single dataset): Processed data from the heart, gonads, and liver were merged to generate a single table. Transcripts with zero expression in all the samples were filtered out. The resulting dataset comprised 15 746 transcripts and 26 samples (9 from the heart, 9 from gonads, and 8 from the liver). 

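The authors deposited the number of reads counted on each of 35092 genes, named by their Entrez identifiers. Of these genes, 25095 had at least 1 count in the 26 libraries of the fetal organs, 9997 had 0 counts in all of them and 12922 had a count in every library.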

The dataset was subject to a co-expression analysis using the Clust method [31] for Python. Briefly, the method pipeline consists of four steps: data pre-processing, production of seed clusters, cluster evaluation and selection of elite seed clusters, and optimization and completion of the elite seed clusters to generate the final clusters. Details about each step can be found in the corresponding reference.
- Each fetal organ and maternal blood dataset individually: First, genes differing with fetal weight were identified by fitting a negative binomial generalized additive model to infer smooth functions for the gene expression measures along fetal weight [32], retaining genes for which the smoother coefficients were different from zero (*p* < 0.05). The number of genes selected for each dataset was 6816 (heart), 8391 (gonads), 4215 (liver), and 4938 (maternal blood). Next, these genes were next subject to co-expression cluster analysis with Clust, as explained previously.
- The three fetal organ datasets in the same analysis: The three datasets from the fetal organs were processed together to determine co-expression clusters that were correlated between the organs with the Clust software. Transcripts with zero expression in all the samples for each dataset were filtered out.

For all the analyses, genes in the co-expression clusters were functionally annotated by determining the overrepresented Gene Ontology and Uniprot Keywords biological processes and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways (false discovery rate [FDR] < 0.05) with the DAVID database [33]. Only the clusters containing genes enriching ontological terms are reported in the present study.

### Identification of genes in the maternal blood transcriptome predictive of fetal weight

The clusters of co-expressed genes determined for each fetal organ individually were compared with the cluster of co-expressed genes in the maternal blood in Venn diagrams. Statistical comparisons were made by the test of independence (Pearson’s chi-square test) to determine relatedness between the overlapping co-expressed genes in each fetal organ and the maternal blood. The expressions of these overlapping genes in each of the fetal organs were used to train a predictive regression model by extreme gradient boosting (XGboost), implemented with the caret package for R [34], tuning the parameters for the number of rounds, maximum depth, and eta, and keeping the other parameters as default. A 5-fold cross-validation was employed as the internal control for the training dataset. The testing dataset consisted of the expression of the same genes in the maternal blood. An add-on batch effect adjustment of the testing data with the training data was performed with the bapred package [35]. The quality of the fetal weight prediction was measured through the root-mean-square error (RMSE).

The selected overlapping genes were further explored through the GeneMania plugin [36] for the Cytoscape software V 3.9.1 [37]. Interactions between the genes were inferred according to co-expression, physical and genetic interactions, if they shared protein domains or participated in the same pathway. Attributes for those genes, retrieved from gene-set enrichment datasets, were also visualized.

## Results

### Genes strongly co-expressed in one fetal organ enrich ontological terms specific to that organ

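RNA from the hearts, gonads and livers of 10 male bovine fetuses on Day 42 of gestation, and from the blood of the heifers carrying them, was sequenced in 36 libraries. The fetuses are numbered here by weight, from fetus 1, the lightest, to fetus 10, the heaviest. There were 9 heart libraries (fetus 7 is missing), 9 gonad libraries (fetus 2 is missing), 8 liver libraries (fetuses 6 and 7 are missing) and 10 maternal blood libraries. The organ libraries were prepared with a stranded mRNA kit and the blood libraries with another stranded kit, so levels in blood and organs were not compared directly. The authors trimmed the reads with Trimmomatic, mapped them with STAR to the bovine genome (ARS-UCD1.3), counted them per gene with featureCounts and deposited whole-number counts. No normalization is stated, and an adjustment of the liver counts before deposit is not excluded. The paper's text does not name the counting options for strand, multi-mapping reads or read pairs, so genes that overlap or share reads with near-identical copies are uncertain. The total count per library ranged from 20930367 to 35857434 in the heart (median 31457990), from 22762065 to 39649051 in the gonads (median 32178653), from 18231089 to 34454772 in the liver (median 23672729) and from 26602415 to 40812354 in maternal blood. Mitochondrially encoded genes took 17.1% to 57.3% of the counts in the heart, 16.3% to 36.8% in the liver, 3.31% to 7.23% in the gonads and 2.14% to 3.29% in maternal blood, which makes the result of a comparison along fetal weight depend on how library composition is normalized. The counts were therefore normalized with edgeR's TMM method over the libraries of each comparison. Levels are given as CPM (counts scaled to the total of the library times its TMM factor), so the CPM of a library can differ between comparisons. In the liver, 333 genes held at most 2 counts in some fetuses and at least 300 in all the others, against 1 such gene in the heart, 1 in the gonads and 2 in maternal blood.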

Three patterns of co-expressed genes were identified when samples from the three fetal organs were analyzed as a single dataset. Each pattern showed higher expression in the samples from one organ than in the samples from the other two organs (Figure 1, Table S1). 

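All 26 organ libraries were fitted together with edgeR's quasi-likelihood test, over the genes with a count in at least 1 of them. A gene was counted as higher in an organ when its log2 fold change was above 0 and its Benjamini-Hochberg adjusted p-value under 0.05 against each of the other two organs. By this measure, 522 of the 524 genes listed for the heart in Table S1 were higher in the heart (99.6%), 1036 of the 1305 genes listed for the gonads were higher in the gonads (79.4%), and 1154 of the 1155 genes listed for the liver were higher in the liver (99.9%). The paper chose these lists on the same libraries, so high shares are no independent evidence. The smaller of a gene's 2 log2 fold changes had a median of 2.10 in the heart cluster, 0.80 in the gonad cluster and 1.97 in the liver cluster. In the gonad cluster, 50 genes were lower in the gonads than in another organ at an adjusted p-value under 0.05, and 6 were lower than in both. Requiring a log2 fold change above 1 against both organs moved the counts most, to 474 genes for the heart, 489 for the gonads and 1030 for the liver. Over all genes tested, 2789 were higher in the heart, 3741 in the gonads and 5792 in the liver, so the clusters hold 18.7%, 27.7% and 19.9% of them.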

The cluster of 524 genes with higher expression in the heart than gonads and liver enriched organ-specific terms such as cardiac muscle morphogenesis and cardiac muscle contraction, in addition to ontological terms related to mitochondrial energy production, such as oxidative phosphorylation and respiratory chain (Figure 1A). 

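The gene of the heart cluster with the largest smaller fold change was MYL3 (Entrez 618352), a myosin light chain, with 4346 ± 1019 CPM in the heart (SD, n = 9), 0.16 ± 0.215 CPM in the gonads (SD, n = 9) and 0.265 ± 0.286 CPM in the liver (SD, n = 8). Its log2 fold change over the liver was 13.87 (standard error 0.715, adjusted p = 7.46e-16, edgeR's quasi-likelihood test). The next were POPDC2 (Entrez 540535), with 465 ± 85.4 CPM in the heart and a log2 fold change of 11.95 over the liver (standard error 0.507, adjusted p = 9.97e-18, edgeR), and MYBPC3 (Entrez 767614), with 5340 ± 1277 CPM and a log2 fold change of 11.01 (standard error 0.333, adjusted p = 9.62e-21, edgeR). No gonad or liver library held more than 32 counts of MYL3, 8 of POPDC2 or 86 of MYBPC3. Of the 26 genes that Table S2 gives for cardiac muscle contraction, 25 were higher in the heart than in both other organs, with a median smaller log2 fold change of 3.59. All 28 genes given for oxidative phosphorylation were higher in the heart, by a median of 1.33 and between 0.56 and 3.78 on the log2 scale. These changes are smaller than those of the contraction genes.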

The cluster of 1305 genes with higher expression in the gonads enriched differentiation-related ontological terms, including Hippo, transforming growth factor beta (TGFB), and Wnt signaling pathway, and terms involved in protein synthesis, such as transcription and translation (Figure 1B). 

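The 3 listed genes with the largest smaller fold change in the gonads were L1CAM (Entrez 516017), IRS4 (Entrez 514607) and SERTM1 (Entrez 100297762). L1CAM had 63.3 ± 12.0 CPM in the gonads (SD, n = 9) against 0.617 ± 0.190 CPM in the heart (SD, n = 9) and 0.433 ± 0.535 CPM in the liver (SD, n = 8), a log2 fold change over the heart of 6.65 (standard error 0.442, adjusted p = 4.75e-13, edgeR's quasi-likelihood test). IRS4 had 57.1 ± 13.6 CPM and SERTM1 46.2 ± 9.36 CPM in the gonads (SD, n = 9), and their log2 fold changes over the heart were 6.48 and 5.54. Among the genes that Table S2 gives for signaling pathways, 23 of 31 for Hippo, 14 of 18 for TGFB and 17 of 25 for Wnt were higher in the gonads than in both other organs, with median smaller log2 fold changes of 0.72, 0.71 and 0.58. The lowest of these was −0.84, in the Hippo list. Of marker genes listed before the counts were examined, 2 of 9 for Sertoli cells, 0 of 7 for Leydig cells, 1 of 8 for germ cells and 5 of 8 for the mesonephros, the embryonic kidney beside the gonad, were higher in every gonad library than in every heart and liver library.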

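The genes of the liver list with the largest smaller fold change were AFP (Entrez 506011), ITIH3 (Entrez 508355) and ORM1 (Entrez 497200). AFP, alpha-fetoprotein, had 10300 ± 2472 CPM in the liver (SD, n = 8), 0.943 ± 0.771 CPM in the heart (SD, n = 9) and 1.70 ± 1.37 CPM in the gonads (SD, n = 9). Its log2 fold change over the gonads was 12.56 (standard error 0.714, adjusted p = 5.79e-15, edgeR's quasi-likelihood test). ITIH3 reached 2569 ± 745 CPM and ORM1 3643 ± 951 CPM in the liver, 12.44 and 12.32 higher on the log2 scale than in the gonads. All 12 genes that Table S2 gives for erythrocyte differentiation were higher in the liver than in both other organs, with a median smaller log2 fold change of 3.23. The same held for all 48 genes given for lipid metabolism, with a median of 2.40, and for all 9 given for cholesterol, with a median of 2.21. None of the 333 liver genes that jump between at most 2 and at least 300 counts is in this list of 1155 genes. From such clusters, each more expressed in 1 organ and enriched in terms of that organ's biology, the paper reasons that the first of the main transcriptional shifts of development occurs in the bovine at a gestational age similar to that in humans.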

Finally, the 1155 genes in the up-regulated cluster in the liver were associated with erythropoiesis and lipid and cholesterol metabolism (Figure 1C). All the enriched ontological terms are listed in Table S2.

**Figure 1:**
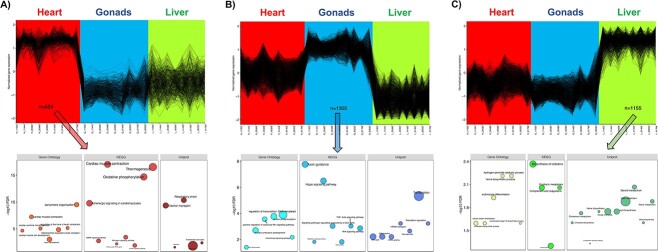
Clusters of co-expressed genes considering all fetal organs as a unique dataset. Genes in the identified clusters exhibited higher expression in (A) heart, (B) gonads, and (C) liver than in the other two organs, respectively. Below each cluster are depicted the main biologically relevant ontological terms enriched (FDR < 0.05) with the corresponding genes in each cluster. The size of the bubble corresponds to the number of genes involved in the term. Gene Ontology: Gene ontology biological process; KEGG: Kyoto Encyclopaedia of Genes and Genomes pathways; Uniprot: Uniprot keywords biological processes.

### Each fetal organ reveals clusters of co-expressed genes changing in expression according to fetal weight

Fetal weight ranged from 1.25 to 1.69 g (mean 1.44 ± 0.15 g). 

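The weights given with the deposited samples ran from 1.253 g for fetus 1 to 1.69 g for fetus 10, with a mean of 1.44 ± 0.153 g (SD, n = 10). The 5 fetuses of the ET_D7 group weighed at most 1.37 g and the 5 fetuses of the ET_D9 group at least 1.396 g. Fetal weight and transfer group therefore vary together, and a trend along fetal weight is also a difference between the groups, except where it is computed after the mean of each group is removed.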

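Variation of each gene with fetal weight was tested within each tissue on a natural cubic spline of weight with 3 degrees of freedom, with edgeR's quasi-likelihood test, over the genes with at least 10 counts in at least 4 libraries. At an unadjusted p-value under 0.05, 1298 of 16250 genes varied with weight in the heart (7.99%), 2241 of 17809 in the gonads (12.6%), 2977 of 16605 in the liver (17.9%) and 1591 of 16284 in maternal blood (9.77%). With Benjamini-Hochberg adjustment, these became 0, 0, 301 and 21 genes. A linear term for weight in place of the spline gave 4734 genes at an unadjusted and 1100 at an adjusted p-value under 0.05 in the heart, but 1001 and 0 in the gonads. A negative binomial additive model, the kind of model the paper used, gave 4022 genes in the heart, 2604 in the gonads, 4103 in the liver and 1765 in maternal blood at an unadjusted p-value under 0.05. A linear term with the transfer group as a covariate gave 571, 12, 1240 and 1315 genes at an unadjusted p-value under 0.05. At an adjusted p-value under 0.05 it gave 0 in each tissue.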

For each dataset from the fetal organs and maternal blood, genes of interest were identified first as those varying with fetal weight and then filtered by co-expression to retain clusters of genes behaving similarly with increasing fetal weight. Only the clusters with enriched ontological terms are shown here. These clusters were those following a positive trend or increasing gene expression with fetal weight for all fetal organs and maternal blood (Figure 2, Table S3).

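The trend of each cluster of Table S3 was measured as Pearson's r of each gene's log2 CPM with fetal weight, averaged over the genes of the cluster, and tested by permuting the weights between fetuses (all permutations for 8 or 9 fetuses, 100000 for 10, two-sided). Relations of 19 gene lists and tissues were tested in this family, and their p-values were adjusted together. All 1346 genes of the heart cluster, 1005 of the 1040 gonad genes tested, all 445 liver genes tested and 526 of the 529 blood genes tested had a positive linear slope. The median slope was 0.24 log2 units per 0.1 g in the heart, 0.14 in the gonads, 0.21 in the liver and 0.09 in maternal blood, against −0.014, −0.003, −0.010 and 0.002 over all genes tested in each tissue. The adjusted p-value of the linear term, from edgeR's quasi-likelihood test, was under 0.05 for 637 genes of the heart cluster, 0 of the gonad cluster (10 at an unadjusted p-value under 0.05), 18 of the liver cluster and 0 of the blood cluster (307 at an unadjusted p-value under 0.05). On the spline term, 654, 886, 127 and 121 genes of the clusters had an unadjusted p-value under 0.05, and 0, 0, 2 and 1 an adjusted p-value under 0.05. With the negative binomial additive model, 730, 927, 95 and 16 had an adjusted p-value under 0.05. Adjusted over the list alone for the linear term, the counts were 1329, 0, 136 and 5, which is not independent evidence because the paper chose the lists on these samples. For the same reason, permutation p-values of these lists and of their pathway genes are lower than they would be for genes chosen elsewhere. The permutations do not repeat the choice. In simulated counts, lists of unchanged genes as long as these clusters also had a permutation p under 0.05 more often than 1 time in 20, with a mean r near 0, for a reason that was not tested.

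**Figure D1:**
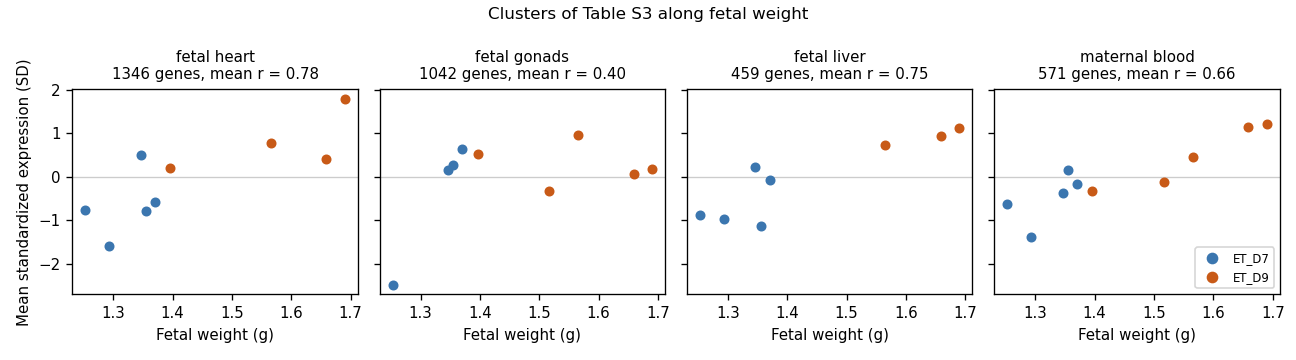
Mean standardized expression (in SD, y axis) of the genes of each Table S3 cluster against fetal weight (in g, x axis), with 1 point per fetus coloured by transfer group. In the gonads, fetus 1 lies at −2.48 and the other fetuses between −0.33 and 0.96.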

**Figure 2:**
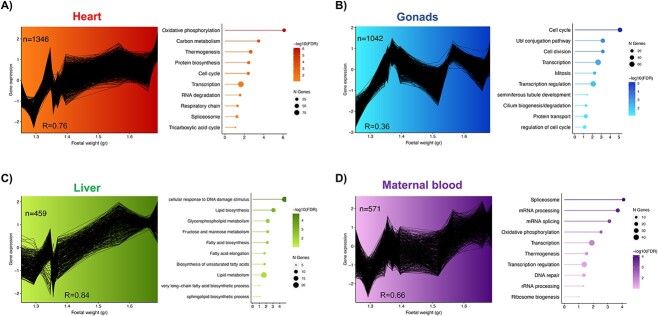
Clusters of co-expressed genes considering each fetal organ as a unique dataset. Genes in the identified clusters showed a positive correlation with fetal weight according to their expression in (A) heart, (B) gonads, (C) liver, and (D) maternal blood. The plots show the number of genes involved in the cluster and the correlation coefficient, or *R*, for gene expression and fetal weight. Next to each cluster are depicted the main biologically relevant ontological terms enriched (FDR < 0.1) with the corresponding genes on each cluster. The size of the circle corresponds to the number of genes involved in the term.

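Over the heart cluster of Table S3, the mean gene r with fetal weight was 0.78 ± 0.0716 (SD over 1346 genes, n = 9 fetuses, exact permutation p = 0.00583, adjusted p = 0.0222), and every gene had a positive r. The mean Spearman rho was 0.75 (exact permutation p = 0.0134). Without fetuses 9 and 10, the farthest from the median weight, r was 0.69 (exact permutation p = 0.0506), and with the mean of each transfer group removed it was 0.50 (exact permutation p = 0.162), so the relation did not pass the threshold in either case. Leaving out 1 fetus at a time gave r between 0.65 (without fetus 10) and 0.86 (without fetus 3). Among the listed genes with the smallest p of the linear term, RPS23 (Entrez 540129) rose by 0.32 log2 units per 0.1 g (standard error 0.048, adjusted p = 0.0395, edgeR's quasi-likelihood test) from 206 CPM in the lightest to 509 CPM in the heaviest fetus. The 31 oxidative phosphorylation genes of the cluster had a mean r of 0.84 (exact permutation p = 0.00153, adjusted p = 0.0144 over 30 lists). The share of counts on mitochondrially encoded genes was 45.1% in the lightest and 17.1% in the heaviest fetus (r = −0.76, exact permutation p = 0.0187, adjusted p = 0.15 over 8 relations; rho = −0.72, exact permutation p = 0.0369), and with these genes left out of the normalization the mean r of the cluster was 0.79.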

For the heart, the 1346 co-expressed genes, positively associated with fetal weight (*R* = 0.76), were involved in energy generation terms and protein synthesis (Figure 2A). For the gonads, the 1042 co-expressed genes showed an increase between 1.25 and 1.35 g, and then their expression fluctuated, likely due to individual variations. Nonetheless, these genes were more expressed in the heaviest fetus than the lightest (*R* = 0.36) and were involved in seminiferous tubule development and terms related to the cellular biology, such as cell cycle and mitosis (Figure 2B). 

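Over the gonad cluster, the mean gene r with fetal weight was 0.40 ± 0.0968 (SD over 1042 genes, n = 9 fetuses, exact permutation p = 0.275, adjusted p = 0.348), and the mean Spearman rho was 0.25 (exact permutation p = 0.432). Every gene had a positive r, but the relation was within what permuted weights give. Without fetus 1, whose mean standardized expression was −2.48, the mean r was −0.17, so this fetus decides its direction. The heaviest fetus had a mean standardized expression of 0.18, and fetus 8 the highest, 0.96. Without fetuses 9 and 10, r was 0.58 (exact permutation p = 0.166), and with the mean of each transfer group removed 0.25 (exact permutation p = 0.316). Of the listed genes with the smallest p of the linear term, PKIB (Entrez 615798) had 0.583 CPM in the lightest and 10.3 CPM in the heaviest fetus, a slope of 0.45 log2 units per 0.1 g (standard error 0.172, adjusted p = 0.849, edgeR's quasi-likelihood test). HSPA13 (Entrez 505907) had 1.25 and 71.7 CPM, a slope of 0.63 (standard error 0.248, adjusted p = 0.849, edgeR). Both genes were far lower in fetus 1 than in any other. The 7 genes of seminiferous tubule development had a mean r of 0.33 (exact permutation p = 0.152, adjusted p = 0.326 over 30 lists).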

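Over the liver cluster of Table S3, the mean gene r with fetal weight was 0.75 ± 0.118 (SD over 459 genes, n = 8 fetuses, exact permutation p = 0.00712, adjusted p = 0.0225), with 458 genes positive, and the mean Spearman rho was 0.70 (exact permutation p = 0.0144). The 3 liver libraries of the ET_D9 group came from fetuses 8, 9 and 10 and the 5 of the ET_D7 group from fetuses 1 to 5. Without fetuses 9 and 10, r was 0.59 (exact permutation p = 0.0486), and with the mean of each group removed it was 0.30 (exact permutation p = 0.251), no longer past the threshold. The listed genes with the smallest p of the linear term were ROPN1L (Entrez 515565), with 3 to 189 counts per library and a slope of 1.27 log2 units per 0.1 g (standard error 0.174, adjusted p = 0.0106, edgeR's quasi-likelihood test), and SLC6A4 (Entrez 282365), with 9 to 87 counts and a slope of 0.77 (standard error 0.123, adjusted p = 0.0195, edgeR). The 12 genes that Table S4 gives for lipid biosynthesis had a mean r of 0.78 (exact permutation p = 0.00288), and the 20 given for lipid metabolism 0.79 (exact permutation p = 0.00268), both with an adjusted p of 0.0144 over 30 lists.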

The 459 co-expressed genes identified in the liver were positively correlated with fetal weight (*R* = 0.84) and were associated with lipid synthesis and metabolism (Figure 2C). 

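Over the maternal blood cluster of Table S3, the mean gene r with fetal weight was 0.66 ± 0.152 (SD over 571 genes, n = 10 fetuses, permutation p = 0.00035, adjusted p = 0.00665), with 567 genes positive, and the mean Spearman rho was 0.63 (permutation p = 0.00075). Without fetuses 9 and 10, r was 0.41 (exact permutation p = 0.0578), so the relation rests in part on these fetuses. With the mean of each transfer group removed it was 0.56 (exact permutation p = 0.00417). The blood libraries fell into 2 depth classes, 5 with 40516154 to 40812354 counts and 5 with 26602415 to 30393051. With the mean of each depth class removed, r was 0.69 (exact permutation p = 0.00146). The listed genes with the smallest p of the linear term were LOC112444531, which rose by 0.35 log2 units per 0.1 g (standard error 0.044, adjusted p = 0.0664, edgeR's quasi-likelihood test) from 56.8 CPM beside the lightest to 133 CPM beside the heaviest fetus, and LOC112443203, which rose by 0.36 (standard error 0.066, adjusted p = 0.272, edgeR) from 6.11 to 12.7 CPM. Neither passed the threshold after adjustment over all genes. The 15 thermogenesis genes of the cluster had a mean r of 0.70 (permutation p = 0.00112, adjusted p = 0.0144 over 30 lists) and its 16 spliceosome genes 0.71 (permutation p = 0.00412, adjusted p = 0.0177).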

Finally, the cluster of 571 co-expressed genes determined in maternal blood also exhibited increased expression as fetal weight increased (*R* = 0.66), and enriched some terms similarly to the fetal heart, such as oxidative phosphorylation and thermogenesis and terms related to mRNA processing. All the enriched ontological terms are listed in Table S4.

### A unique cluster of co-expressed genes was positively associated with fetal weight in each of the three fetal organs

Next, co-expression clustering analysis was done by processing together the three datasets from the fetal organs to identify correlated clusters of genes shared between the organs. 

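Table S5 lists 453 genes for the cluster found when the organs were processed together. The cluster was chosen on these samples, so its permutation p-values can be lower than for genes chosen elsewhere. In the heart, the mean gene r with fetal weight was 0.77 ± 0.111 (SD over 451 genes with varying counts, n = 9 fetuses, exact permutation p = 0.00478, adjusted p = 0.0222), with 449 genes positive and a mean rho of 0.74 (exact permutation p = 0.0129). In the gonads it was 0.40 ± 0.195 (SD over 451 genes, n = 9, exact permutation p = 0.172, adjusted p = 0.237), with 441 genes positive and a mean rho of 0.31 (exact permutation p = 0.232). In the liver it was 0.06 ± 0.324 (SD over 452 genes, n = 8, exact permutation p = 0.835, adjusted p = 0.909), with 256 genes positive and a mean rho of 0.10 (exact permutation p = 0.746). The heart relation held without fetuses 9 and 10 (r = 0.69, exact permutation p = 0.0323), but not with the mean of each transfer group removed (r = 0.47, exact permutation p = 0.178). In the gonads, r fell to 0.088 without fetus 1. In the liver, r was −0.61 without fetuses 9 and 10 (exact permutation p = 0.0681) and 0.50 with group means removed (exact permutation p = 0.188), so its direction depends on the fetuses included.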

From the three resulting clusters, only the 454 genes in the cluster following a positive association between gene expression and fetal weight in each organ (Figure 3A) enriched ontological terms. These terms were mainly involved in energy generation and protein synthesis (Figure 3B, Table S5). As oxidative phosphorylation was the biologically relevant top enriched term, the expression of the 15 genes involved in this pathway in each organ was plotted against fetal weight. The same plot was done for maternal blood but using the expression of the 13 genes enriching oxidative phosphorylation out of the 571 co-expressed genes (see above). 

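Linear, quadratic and cubic fits of the standardized expression of the enriched oxidative phosphorylation genes on fetal weight were compared by the Akaike information criterion (AIC), in which a lower value marks the better fit, over all gene and fetus points and again over the mean of each fetus. In the heart, the linear fit had the lowest AIC over 135 points (237.87, against 238.88 for the quadratic and 240.88 for the cubic fit) and over the 9 fetus means (18.1 against 20.0 and 22.0). In the gonads, the cubic fit was lowest over points (262.99, against 295.44 and 322.1 for the quadratic and linear fits) and over means (18.4 against 21.4 and 22.7). In the liver, it was also the cubic fit, over 120 points (221.58 against 301.97 and 346.21) and over the 8 means (1.23 against 22.5 and 25.6). In maternal blood, the cubic fit over 130 points (283.29) differed from the quadratic fit (283.58) by less than 1 unit, and over the 10 fetus means the linear fit was lowest (16.5, against 17.3 and 18.7). The points of 1 fetus are not independent, so the fits over fetus means have the number of observations that the design gives. The AIC was not corrected for small samples. With 8 to 10 means it favours fits with more terms, so the lowest cubic fits over means are weak evidence for that shape.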

According to the Akaike information criterion, the best pattern fitting the gene expression along fetal weight (*p* < 0.001) consisted of a cubic relationship for the liver and gonads and quadratic and linear relationships for maternal blood and heart, respectively (Figure 3C). These two organs also showed the highest Pearson correlation between fetal weight and gene expression, followed by the gonad (*p* < 0.001). 

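The 15 oxidative phosphorylation genes had a mean r with fetal weight of 0.82 ± 0.0838 in the heart (SD over genes, n = 9 fetuses, exact permutation p = 0.00174, adjusted p = 0.011; mean rho 0.76, exact permutation p = 0.00897), and all 15 were positive. In maternal blood, the 13 genes of that pathway had a mean r of 0.70 ± 0.0944 (SD over genes, n = 10, permutation p = 0.00123, adjusted p = 0.011; mean rho 0.64, permutation p = 0.0067), all positive. The 15 genes in the gonads had 0.63 ± 0.149 (SD over genes, n = 9, exact permutation p = 0.022, adjusted p = 0.0597; mean rho 0.61, exact permutation p = 0.0214), all positive. The 15 and the 13 genes come from clusters chosen on these samples, so their p-values are no independent evidence. Whether the tissues differ from each other was not tested on these lists. Without fetuses 9 and 10, r was 0.75 in the heart (exact permutation p = 0.0329), 0.40 in maternal blood (exact permutation p = 0.125) and 0.55 in the gonads (exact permutation p = 0.13). With the mean of each transfer group removed, it was 0.61 in the heart (exact permutation p = 0.0875), 0.67 in maternal blood (exact permutation p = 0.00465) and 0.39 in the gonads (exact permutation p = 0.0639). The gonad value rests partly on fetus 1, without which r was 0.43.

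**Figure D2:**
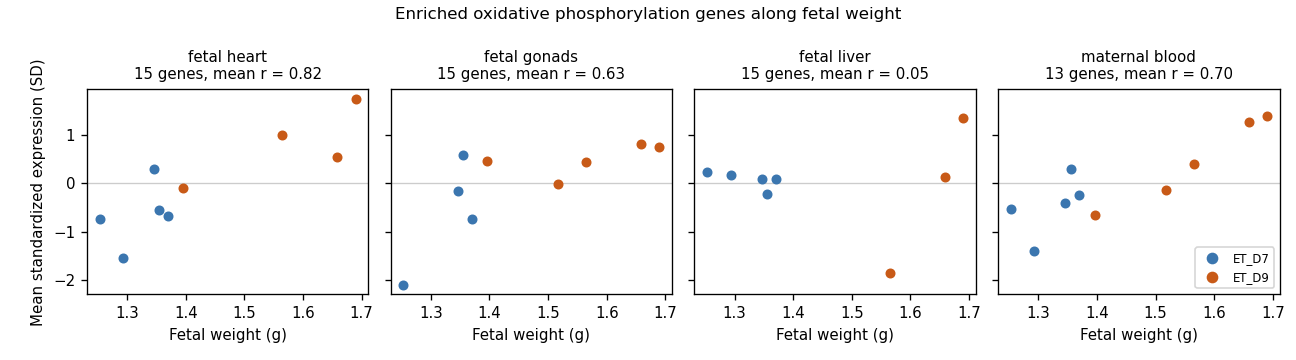
Mean standardized expression (in SD, y axis) of the enriched oxidative phosphorylation genes against fetal weight (in g, x axis) in each tissue, with 1 point per fetus coloured by transfer group. In the liver, fetus 8 lies at −1.86 and the other fetuses between −0.22 and 1.35.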

The Pearson correlation was not significant for liver (*p* = 0.2).

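In the liver, the mean r of the 15 genes was 0.05 ± 0.299 (SD over genes, n = 8 fetuses, exact permutation p = 0.861, adjusted p = 0.909; mean rho 0.06, exact permutation p = 0.875), with 7 genes positive. It was −0.74 without fetuses 9 and 10 (exact permutation p = 0.0153), and leaving out 1 fetus gave values between −0.34 (without fetus 10) and 0.36 (without fetus 8), so single fetuses decide its direction.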

**Figure 3:**
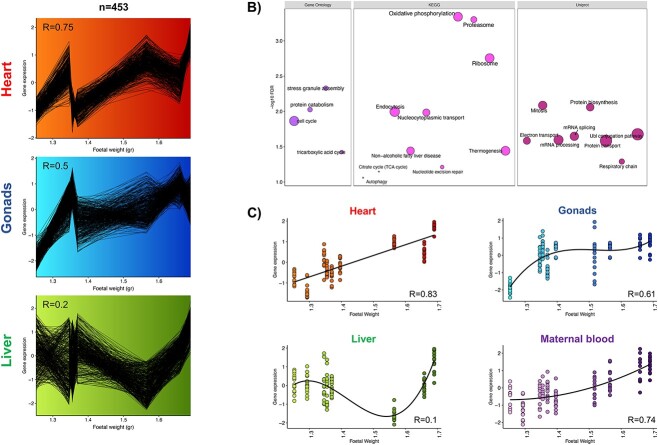
Clusters of co-expressed genes considering the three fetal organ datasets in the same analysis. (A) The identified cluster contained 454 genes whose expression positively correlated with fetal weight in the three fetal organs. (B) Ontological terms enriched (FDR < 0.05) with the 454 genes. The size of the bubble corresponds to the number of genes involved in the term. (C) Expression of genes enriching oxidative phosphorylation against fetal weight for each organ and maternal blood. The best pattern fitting the gene expression along fetal weight was determined according to the Akaike information criterion. All plots show the Pearson’s correlation coefficient, or *R*, for gene expression and fetal weight. Gene Ontology: Gene ontology biological process; KEGG: Kyoto Encyclopaedia of Genes and Genomes pathways; Uniprot: Uniprot keywords biological processes.

### The molecular profile of the overlapping co-expressed genes between the fetal heart and maternal blood can be modeled to predict fetal weight

Identification of a maternal blood transcriptomic profile predictive of fetal weight was made as follows: first, the clusters of co-expressed genes determined for each fetal organ individually were compared with the cluster of co-expressed genes in the maternal blood in Venn diagrams (Figure 4A). A chi-square test yielded a significant overlap for the 35 co-expressed genes shared between the clusters identified in the fetal heart and maternal blood but not for the 20 or 11 overlapping genes between fetal gonads or liver, respectively, and maternal blood. Indeed, only the 35 overlapping genes between fetal heart and maternal blood enriched ontological terms (oxidative phosphorylation and thermogenesis). 

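The overlaps were tested among genes with at least 10 counts in at least 4 libraries of both tissues; the paper's text does not name the set of genes it used. Of 14078 such genes, 1299 were in the heart cluster, 489 in the maternal blood cluster and 41 in both, where independence gives 45.1 (odds ratio 0.90, chi-square p = 0.512, adjusted p = 0.512 over 3 organs; Fisher's exact test p = 0.578). For the gonads, 988 and 499 of 14725 genes were in the clusters and 20 in both, where 33.5 are expected (odds ratio 0.57, chi-square p = 0.0141, adjusted p = 0.0423; Fisher's exact test p = 0.0135). For the liver, 395 and 494 of 14221 genes were in the clusters and 8 in both, where 13.7 are expected (odds ratio 0.57, chi-square p = 0.111, adjusted p = 0.167; Fisher's exact test p = 0.125). The full lists of Table S3 share 41 genes for the heart, 20 for the gonads and 11 for the liver. The 41 include all 35 genes of Table 1, with which the heart odds ratio was 0.76 (chi-square p = 0.114). Taking every gene with a count in both tissues moved the heart odds ratio to 1.16 (chi-square p = 0.359), with 35.8 genes expected by independence. Over all 35092 genes of the deposited table, a background chosen after the data were seen that includes genes without a count, the odds ratio was 1.97 for the heart (chi-square p = 2.72e-05), 1.19 for the gonads (chi-square p = 0.449) and 1.49 for the liver (chi-square p = 0.19). From the overlap of the heart and blood clusters, the paper reasons that the genes of maternal blood and fetal heart that increase with fetal weight are associated.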

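For each organ, the mean standardized expression of the genes shared with the maternal blood cluster was compared between the heavier fetuses (ET_D9) and the lighter fetuses (ET_D7) by an exact permutation test of the group labels, two-sided, and the 6 comparisons were adjusted together. With the 35 genes of the heart, the means were 0.851 ± 0.662 (SD, n = 4) and −0.681 ± 0.714 (SD, n = 5) in the heart (exact permutation p = 0.0238, adjusted p = 0.107) and 0.449 ± 0.746 and −0.449 ± 0.695 in blood (SD, n = 5 each, exact permutation p = 0.103, adjusted p = 0.124). With the 11 genes of the liver, they were 0.809 ± 0.664 (SD, n = 3) and −0.485 ± 0.589 (SD, n = 5) in the liver (exact permutation p = 0.0536, adjusted p = 0.107) and 0.470 ± 0.872 and −0.470 ± 0.391 in blood (SD, n = 5 each, exact permutation p = 0.0714). With the 20 genes of the gonads, they were 0.293 ± 0.410 (SD, n = 5) and −0.366 ± 1.31 (SD, n = 4) in the gonads (exact permutation p = 0.397) and 0.490 ± 0.564 and −0.490 ± 0.699 in blood (SD, n = 5 each, exact permutation p = 0.0397). No comparison had an adjusted p under 0.05, and in none of the 6 was every heavier fetus above every lighter one.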

Distribution of fetal heart, or fetal liver, and maternal blood samples according to the normalized expression of the overlapping genes showed a better separation between samples belonging to heavier or lighter fetuses than for fetal gonads and blood samples (Figure S1). 

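The prediction was repeated from the deposited counts with extreme gradient boosting on log2 CPM. The number of rounds (50, 100 or 150), the maximum depth (1, 2 or 3) and eta (0.3 or 0.4) were chosen by 5-fold cross-validation, and the median over 20 fold seeds was taken. The blood values were adjusted to the organ with ComBat, the organ being the reference batch, in place of the adjustment the paper used. Every fetus with a library of the organ entered the training with its own weight, so of the 10 fetuses predicted from blood, 9 had been in the training of the heart and gonad models and 8 in that of the liver model. Predictions were tested by permuting the fetuses (100000 permutations, one-sided, for an RMSE as low). The genes had been chosen for rising with these weights, and the permutations repeat neither that choice nor the training, so the p-values are lower than they would be for genes and fetuses chosen elsewhere. The RMSE of predicting every fetus by the mean of the 10 weights is 0.145 g.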

Next, the expression patterns of the overlapping genes in the fetal organ were employed to train a model for predicting fetal weight. The expression patterns of the same genes but in the maternal blood were used to test the model by predicting fetal weight. The highest RMSE for the prediction was when the model was trained with the 20 overlapping genes between gonads and blood (RMSE = 0.17). 

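With the 20 genes shared by the gonad and blood clusters, the RMSE was 0.138 g (n = 10 fetuses, permutation p = 0.126, adjusted p = 0.126 over 3 organs) and r between predicted and measured weight was 0.40. Training without the predicted fetus gave 0.169 g. Ridge regression on the same genes gave 0.145 g with a permutation p of 0.00044, its predictions following the order of the weights (r = 0.85) but all lying between 1.458 and 1.463 g.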

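With the 11 genes shared by the liver and blood clusters, the RMSE was 0.0921 g (n = 10 fetuses, permutation p = 0.00219, adjusted p = 0.00329 over 3 organs) and r between predicted and measured weight was 0.85. This p repeats neither the choice of the genes nor the training, and the choice of genes on permuted weights was not run for the liver. Without adjustment between blood and liver, the model gave the same prediction for every fetus and an RMSE of 0.211 g. Training without the predicted fetus gave 0.132 g.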

The RMSE was lower for the model trained with the 11 overlapping genes between the liver and blood (RMSE = 0.13). But, remarkably, the RMSE was the lowest when the model was trained with the 35 overlapping genes between heart and maternal blood (RSME = 0.04). 

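With the 35 genes of Table 1, trained on the heart, the RMSE was 0.0792 g (n = 10 fetuses, permutation p = 5e-05, adjusted p = 0.00015 over 3 organs). The alternatives gave between 0.0713 g with quantile normalization and 0.171 g with gene-wise mean-centring. With genes chosen on permuted weights, 10 of 100 draws gave an RMSE as low as the genes of Table 1. With all 41 shared genes the RMSE was 0.0802 g, and without adjustment between blood and heart 0.147 g (permutation p = 0.201). Training without the predicted fetus, with the genes of Table 1 kept, gave 0.133 g. When the 35 genes were also chosen anew without the predicted fetus, as the genes rising most with weight in heart and blood, the RMSE was 0.205 g, against 0.163 g for the mean weight of the other training fetuses. Ridge regression in this test gave 0.154 g. Run on all fetuses, this rule picked only 8 of the genes of Table 1, so it does not repeat the paper's choice. With the ComBat adjustment, the genes of the paper and every fetus in the training, the ranking of the models by RMSE was heart, liver and gonads, as it was with gene-wise standardization and ridge regression, but it was another with gene-wise mean-centring, quantile normalization, no adjustment and training without the predicted fetus. The difference between heart and liver (0.0792 and 0.0921 g) was not tested.

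**Figure D3:**
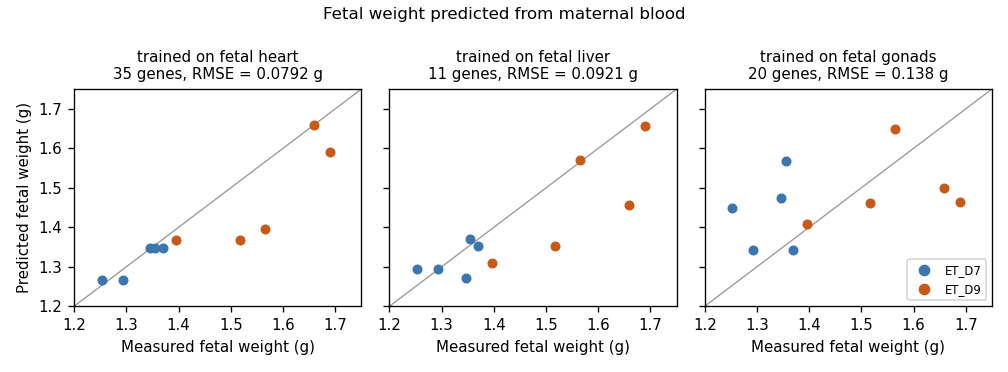
Fetal weight predicted from maternal blood (in g, y axis) against measured fetal weight (in g, x axis) for models trained on each organ, with 1 point per fetus coloured by transfer group and a line where both are equal. With the heart model, fetus 8, which weighed 1.565 g, is predicted at 1.40 g, and fetus 9, which weighed 1.659 g, at 1.66 g.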

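For the model trained on the heart, r between predicted and measured weight was 0.905 and R² was 0.818 over the 10 fetuses. The largest differences were those of fetus 8, predicted at 1.40 g, and of fetus 7, which has no heart library and was predicted at 1.37 g against a measured 1.517 g. R² was between 0.120 (no adjustment between blood and heart) and 0.792 (quantile normalization) under the alternatives. This R² relates predicted and measured weights of the fetuses. From it, the paper concludes that most of the variance of these genes in maternal blood is explained by their variance in the fetal heart.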

The *R*^2^ for the regression model was 0.93 (Figure 3B), indicating that ~93% of the variance in expression of the overlapping genes in the maternal blood is explained by the variance of these genes in the fetal heart.

**Figure 4:**
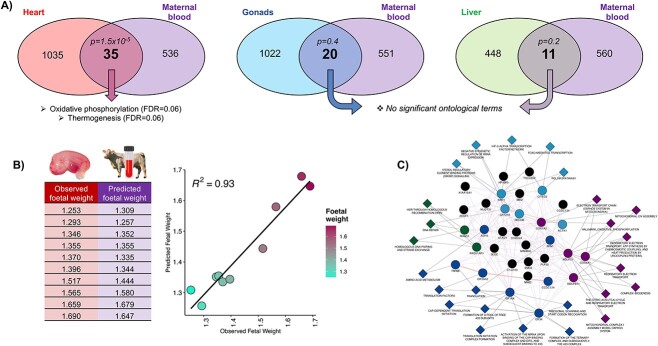
Identification of maternal blood genes predicting fetal weight. (A) The clusters of co-expressed genes for each fetal organ and maternal blood (see Figure 2) were overlapped to identify significantly associated genes between both datasets according to a chi-square test. (B) Prediction of fetal weight according to the expression of the 35 overlapped genes in maternal blood after training the model with the expression in fetal heart and corresponding regression model between the observed and predicted values. (C) Network inferred with the 35 genes and their biological attributes.

Exploration of the 35 genes through a network analysis demonstrated that attributes linked to several of them are related to oxidative phosphorylation, or OXPHOS complexes (mitochondrial respiration), translation initiation, DNA repair, and Hypoxia-Inducible Factor 2 Alpha/FOXO transcription factors (Figure 3C). The 35 genes are listed in Table 1.

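In the heart, all 35 genes rose with fetal weight, with a mean r of 0.82 (n = 9 fetuses) and a mean rise of 0.27 log2 units per 0.1 g. In maternal blood, the mean r was 0.66 (n = 10) and the mean rise 0.09. The 35 genes were chosen for rising with these weights in both tissues, so these values are no independent evidence and no p is given for them. In the gonads, 31 of the 35 had a positive r (mean 0.35, exact permutation p = 0.0747, adjusted p = 0.204 over 30 lists), and in the liver 17 (mean −0.002, exact permutation p = 0.995, adjusted p = 1.0). Among the oxidative phosphorylation genes, NDUFB11 (Entrez 404161) rose by 0.49 log2 units per 0.1 g in the heart (standard error 0.082, adjusted p = 0.0395, edgeR's quasi-likelihood test) and by 0.12 in blood (standard error 0.037, adjusted p = 0.411, edgeR). COX7A2 (Entrez 327688) rose by 0.40 in the heart (adjusted p = 0.0497, edgeR) and by 0.14 in blood (adjusted p = 0.522, edgeR), NDUFC1 (Entrez 282289) by 0.22 and 0.09 (adjusted p = 0.0395 and 0.609, edgeR), and COX6A1 (Entrez 282199) by 0.15 and 0.08 (adjusted p = 0.0419 and 0.461, edgeR). None of these 4 slopes in blood passed the threshold after adjustment over all genes tested.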

**Table 1:** Co-expressed genes shared between the fetal heart and maternal blood positively associated with fetal weight

EntrezID	Symbol	Gene name
541277	*TSC22D2*	TSC22 domain family member 2
788792	*FARSB*	phenylalanyl-tRNA synthetase subunit beta
510194	*HP1BP3*	heterochromatin protein 1 binding protein 3
538459	*C3H1orf43*	chromosome 3 C1orf43 homolog
101903959	*LUZP6*	leucine zipper protein 6
615937	*RAD51AP1*	RAD51 associated protein 1
513642	*RHNO1*	RAD9-HUS1-RAD1 interacting nuclear orphan 1
516012	*CCDC134*	coiled-coil domain containing 134
532862	*SEC24B*	SEC24 homolog B, COPII coat complex component
505515	*ADH5*	alcohol dehydrogenase 5 (class III), chi polypeptide
510778	*CCDC124*	coiled-coil domain containing 124
327688	*COX7A2*	cytochrome c oxidase subunit 7A2
613606	*AKAP7*	A-kinase anchoring protein 7
521378	*CITED2*	Cbp/p300 interacting transactivator with Glu/Asp rich carboxy-terminal domain 2
524770	*ACTN1*	actinin alpha 1
347700	*EIF2AK2*	eukaryotic translation initiation factor 2 alpha kinase 2
526913	*PRORSD1*	prdX-deacylase domain-containing protein 1
538151	*KIAA1841*	KIAA1841 ortholog
787482	*MANBAL*	mannosidase beta like
512824	*PUF60*	poly(U) binding splicing factor 60, transcript variant 1
504257	*SCOC*	short coiled-coil protein
282289	*NDUFC1*	NADH:ubiquinone oxidoreductase subunit C1
282199	*COX6A1*	cytochrome c oxidase subunit VIa polypeptide 1
533611	*BBS2*	Bardet-Biedl syndrome 2
518859	*NUDT21*	nudix hydrolase 21
515326	*EIF3K*	eukaryotic translation initiation factor 3 subunit K
613551	*EMC6*	ER membrane protein complex subunit 6
615447	*NME2*	non-metastatic cells 2, protein (NM23B) expressed in
513649	*CCDC43*	coiled-coil domain containing 43
507939	*RPN1*	ribophorin I
506045	*ATAD1*	ATPase family, AAA domain containing 1
613629	*SIRT1*	sirtuin 1
513510	*GTF2H1*	general transcription factor IIH subunit 1
404161	*NDUFB11*	NADH:ubiquinone oxidoreductase subunit B11
511189	*EIF1AX*	eukaryotic translation initiation factor 1A X-linked

## Discussion

The results of the present study demonstrate that differences in fetal weight are associated with molecular changes in key organs such as the heart, gonads, and liver and, strikingly, in the maternal blood transcriptome. Differential fetal growth was induced using an asynchronous embryo transfer model, which exposed the uterus to higher P4 concentrations in the first week post-ovulation, influencing the endometrial environment and impacting conceptus and fetal development [19]. We studied only male fetuses to account for the commencement of testes differentiation after the peak in sex-determining region Y *(SRY)* expression [38], although future similar studies can be done in female fetuses. We first performed an exploratory analysis by considering all the fetal organs as a unique dataset, which yielded clusters of co-expressed genes more expressed in one of the three organs and related to organ biology. These results indicate that in the bovine, the first of the two main transcriptional shifts during development occurs at a similar gestational age than in humans [22], the second one occurring around or after birth. We followed next with an individual analysis for each organ, identifying co-expressed genes increasing in expression with fetal weight and entailing the organ maturation.

For the heart, the co-expressed genes were involved not only in cardiac muscle morphogenesis and contraction but also in energy generation through oxidative phosphorylation. The heart originates from the mesoderm and is the first organ to differentiate in gestation; a protuberance is already observed at 22 days of gestation in the bovine embryo [20]. In mice, mitochondria found in cardiomyocytes are immature during the embryonic period, and the cardiomyocytes acquire ATP through anaerobic glycolysis [39]. However, during the transition between the embryonic and fetal stages, the OXPHOS complexes assemble to initiate the electron transport chain and ATP generation through mitochondrial respiration [40]. This metabolic shift toward aerobic oxidative phosphorylation in cardiac mitochondria is stimulated by an adrenergic signaling [41], one of the enriched KEGG pathways for the gene cluster with higher expression in the heart. Thus, our results suggest that oxidative phosphorylation is already occurring in the 42-day fetal heart, and accordingly, it is increased in heavier than lighter fetuses of the same gestational age.

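As a list not chosen on these samples, the 83 genes for nuclear subunits of the oxidative phosphorylation complexes with varying counts had a mean r with fetal weight of 0.28 ± 0.576 in the heart (SD over genes, n = 9 fetuses, exact permutation p = 0.0545, adjusted p = 0.115 over 19 relations; mean rho 0.28, exact permutation p = 0.0304), with 54 genes positive. After adjustment over all genes tested, 29 of the 82 that passed the count minimum had an adjusted p under 0.05 for the linear term in edgeR's quasi-likelihood test, in either direction. Of the 28 oxidative phosphorylation genes of the heart cluster of Table S1, 13 had a positive r (mean 0.06, exact permutation p = 0.847, adjusted p = 0.977 over 30 lists). All 13 mitochondrially encoded subunit genes had a negative r (mean −0.68, exact permutation p = 0.0428, adjusted p = 0.154 over 30 lists), a mean slope of −0.38 log2 units per 0.1 g.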

For the gonads (testicles), several of the enriched terms were related to pathways involved in organ development, such as the Hippo signaling [42] and the TGFB and Bone Morphogenetic Protein signaling pathways, both of which control fetal testis development [43]. In the bovine fetus, differentiation of the male bovine gonad occurs at days 41 to 42 of gestation, after a peak in the expression of the SRY protein on day 39, followed by a decrease in expression [44]. The principal target of the SRY protein is the SRY-box 9 *(SOX9*)**, in addition to other genes that differentiate the gonad into a testis. Expression of *SOX9* orchestrates testicular morphogenesis, as it induces the differentiation of the fetal Sertoli cells in mouse [45], although in cattle, *SOX10*, but not *SOX9*, increased in expression from Days 35 to 55 of gestation [44]. We found that *SOX9* was among the co-expressed genes increasing in expression with fetal weight, which also enriched seminiferous tube development, suggesting that heavier fetuses had more differentiated gonads at least at 42 days of gestation.

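SOX9 (Entrez 100336535) had between 14 and 364 counts in the gonad libraries. Normalized together with the other organs, its level was 3.12 ± 1.89 CPM in the gonads (SD, n = 9), 3.03 ± 1.67 CPM in the heart (SD, n = 9) and 0.715 ± 0.699 CPM in the liver (SD, n = 8), so gonads and heart differed by less than the spread between fetuses. Its slope with fetal weight in the gonads was 0.25 log2 units per 0.1 g (standard error 0.197, p = 0.227, adjusted p = 0.906 over all genes, edgeR's quasi-likelihood test), and the spline term had p = 0.000379 and an adjusted p of 0.178. Without fetus 1, which had 14 counts, the slope was 0.10 (standard error 0.153, p = 0.533, edgeR). SOX10 (Entrez 353115) had 62 to 124 counts and a slope of −0.08 (standard error 0.08, p = 0.328, adjusted p = 0.923, edgeR). Of the 9 marker genes listed for Sertoli cells, 2 were higher in every gonad library than in every heart and liver library. The values of SOX9 are therefore those of libraries labelled gonads and are not shown to be those of Sertoli cells. SRY was not analysed here.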

The main ontological terms enriched with the cluster of genes more expressed in the liver than heart and gonads were related to erythrocyte differentiation and lipid metabolism. The liver is a hematopoietic organ during fetal life and the site of development of adult-type red blood cells [46]. In the human fetus, the hematopoietic stem cells colonize the liver at 23 and 30 days of gestation to expand in this organ and seed the bone marrow by 10.5 weeks [47]. Results from the present study indicate that hematopoiesis is already occurring in the liver of the 42-day bovine fetus. Another important hepatic role is fatty acid and cholesterol synthesis. Human fetuses obtain these lipids from the maternal circulation by transplacental transfer until the fatty acid and cholesterol synthesis de novo in fetal adipose tissue and liver prevails [48]. In rats, the fetal liver synthesizes fatty acid [49] and cholesterol [50] at a higher rate than in adults. In ruminants, some fatty acids can cross the placenta [51], but their main origin during fetal development is unclear. Our results suggest that the fetal liver is a source of fatty acids for the bovine fetus as early as 42 days of gestation and that this activity increases in line with fetal growth.

Another remarkable finding from this study was the identification of co-expressed genes in the maternal blood increasing in expression with fetal weight, which were involved in oxidative phosphorylation and mRNA processing. These ontological terms were also enriched by the co-expressed genes increasing in expression in all the organs. Oxidative phosphorylation is the main metabolic pathway for energy production of healthy cells, as it yields more than 30 molecules of ATP per glucose molecule, in contrast to 2 molecules of ATP by anaerobic glycolysis [52]. The molecular profile of each organ indicated increased maturation in concordance with fetal weight, which would demand higher cellular energy generation. Indeed, a study consisting of a cross-organ transcriptomic comparison for mouse brain, heart, kidney, and liver demonstrated that genes increasing in expression with organ maturation enriched terms such as oxidative phosphorylation, electron transport chain, and mitochondrial matrix [53]. The heart is the first organ to form [54], and in cattle as in humans, it is likely more developed than the liver and gonads by Day 42 [22]. Thus, the correlation between the expression of cardiac genes involved in oxidative phosphorylation and fetal weight was the highest. Notably, the correlation between maternal blood gene expression (part of this metabolic pathway) and fetal weight was the second highest. Indeed, there was an association between co-expressed genes in maternal blood and fetal heart positively increasing with fetal weight, given the overlap of 35 co-expressed genes. Furthermore, the model constructed with the 35 cardiac genes was successful in predicting fetal weight from their expression in maternal blood with low error, even when the differences in weight between the same-age-fetuses are relatively subtle (in the magnitude of milligrams). Maternal blood acting as a sensor of fetal development might be attributed to the interlink in development between the fetal heart and placenta [24, 55], which in turn can signal maternal blood, as observed in humans [1]. In addition, peripheral blood mononuclear cells from pregnant women are more likely to utilize oxidative phosphorylation to cover their energy demands than glycolysis, as in non-pregnant women [56]. Of course, a direct interpretation of results found in women to explain this phenomenon in ruminants should be made cautiously, given the differences in placentation between these species.

Estimating normal pregnancy progression and diagnosing pregnancy pathologies through maternal blood molecular profile is a hot topic in humans [57, 58]. In animals, however, this area is scarcely explored. The maternal metabolome can be employed in mares to predict gestational age [59]. In cattle, circulating microRNAs in the maternal plasma differ according to the fetal sex at 39 days of gestation [60], and oversized fetuses induce changes in the maternal blood transcriptome at 55 and 105 days of gestation [61]. Here, we linked the information from the fetal heart and maternal blood to accurately predict fetal weight in 42-day fetuses. Our results can shed light on the biological underpinnings of maternal–fetal development in ruminants and potentially help to develop non-invasive tools for fetal wellbeing assessment.

## Supplementary Material

TableS1_ioad103 Click here for additional data file.

TableS2_ioad103 Click here for additional data file.

TableS3_ioad103 Click here for additional data file.

TableS4_ioad103 Click here for additional data file.

TableS5_ioad103 Click here for additional data file.

FigureS1_ioad103 Click here for additional data file.

## Data Availability

Data are deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO accession number GSE230294 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?&acc=GSE230294).

How the deposited data were processed for this re-analysis (not part of the article)

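RNA from the hearts, gonads and livers of 10 male fetuses on Day 42 of gestation and from the blood of their dams was sequenced by the authors. The authors trimmed the reads with Trimmomatic, mapped them with STAR to the bovine genome with an ARS-UCD1.3 index and counted them per gene with featureCounts. The authors deposited whole-number counts for 35092 genes, named by Entrez identifier, in 1 column per library (36 in all). No normalization is stated and none was found in the heart, gonad and blood counts; in the liver counts, an adjustment before deposit is not excluded. Gene symbols were taken from the study's tables and from a RefSeq table of the assembly ARS-UCD2.0, used for names alone; 31721 genes had a symbol. Transfer group and fetal weight were taken from the labels of the samples. No pair of libraries of a tissue was identical, and the mean chi-square per gene between 2 libraries was at least 4.69.

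Fits across genes used edgeR 4.0.16 in R 4.3.3, with TMM normalization, the quasi-likelihood F-test and Benjamini-Hochberg adjustment, with a threshold of 0.05. The organ comparison used all 26 organ libraries in 1 fit over the 25095 genes with a count. The fits within a tissue used the genes with at least 10 counts in at least 4 libraries of it, with a natural cubic spline of fetal weight (3 degrees of freedom), a linear term for weight, or the transfer group. Slopes are log2 changes per 0.1 g. Correlations used log2 CPM with a prior count of 2, standardized per gene, and their p-values are two-sided permutation p-values: every permutation was used up to 9 fetuses, and 100000 were drawn for 10. Sets of genes were also tested with camera and fry in limma 3.58.1. Predictions used xgboost 3.0.5.1, ComBat in sva 3.50.0 and, as an alternative, ridge regression in glmnet 4.1.10. Other fits used DESeq2 1.42.0 and additive models in mgcv 1.9.3. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used for the rest.

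The design, the alternatives and the rule for the genes named were fixed before the data were examined. The rule names SOX9, SOX10 and SRY, the oxidative phosphorylation genes COX7A2, COX6A1, NDUFC1 and NDUFB11 of Table 1, the 3 genes of each organ cluster with the largest smaller log2 fold change over the other two organs, and the 2 genes of each weight cluster with the smallest p of a rising linear term. The genes of the pathways are those that the study's Tables S2, S4 and S5 list. The lists of all nuclear oxidative phosphorylation subunits and of all ribosomal protein genes were chosen by symbol. Lists of marker genes were written for neutrophils, T cells, B cells, monocytes, platelets, reticulocytes and interferon-stimulated genes in blood, for Sertoli, Leydig and germ cells, the mesonephros, the kidney and proliferation in the gonads, for hepatocytes, erythroid cells and proliferation in the liver, and for cardiomyocytes, erythroid cells and proliferation in the heart. The kidney list was written after some of its genes had been seen. The p-values of relations with fetal weight were adjusted in 3 families: 19 relations of the clusters, enriched genes and unselected lists, 19 of the marker lists and 30 of the other lists.

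The organs of a fetus carry the same number because they come from the same animal. Deviations from the organ means correlated by 0.046 on average between heart and gonads of the same fetus, by 0.02 between heart and liver and by 0.004 between gonads and liver. The fits were tested on simulated counts with the means and totals of the real libraries and about 200 changed genes. At an adjusted p-value under 0.05, the spline term recovered 89.9% to 92% of the changed genes, the linear term 95% to 97% and the group comparison 95.5% to 100%. The simulated slopes were steeper than the median slope of every Table S3 cluster, and genes were simulated independently of each other. These shares are therefore not the power for changes as small as those of the clusters. All 200 genes simulated as higher in the heart were recovered. At an unadjusted p-value under 0.05, 4.5% to 4.9% of the unchanged genes passed. Of 200 lists of 50 unchanged genes from 1 simulated set of heart libraries with 200 rising genes, 11 had a permutation p under 0.05. Longer lists passed too often: 28 of 200 lists as long as the liver cluster, 32 as long as the blood cluster, 44 as long as the gonad cluster and 50 as long as the heart cluster, with a mean r between −0.0646 and 0.0252, and all 16050 unchanged genes together had a mean r of −0.0153 with a permutation p of 0.0003. The lists share genes and libraries, and the reason was not tested. The permutation p-values of the clusters have this limit, and a low p with a mean r near 0 is no evidence of a trend. The libraries had totals of 18231089 to 40812354 counts.

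Alternatives were another normalization (RLE size factors, CPM without TMM or quantile normalization), another prior count (0.5), another filter on low counts, other terms for weight, other tools, the removal of group means, the fetus as a block in the organ comparison, other backgrounds of the overlap, other adjustments between blood and organ, and each fetus left out in turn. After the data were seen, alternatives without mitochondrially encoded genes and without the liver genes with at most 2 counts in some libraries and at least 300 in the others were added, and all genes of the deposited table as a background of the overlap. The clustering, the enrichment of terms and the network were not redone, and the lists of the study's tables were used in their place.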

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

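Of 78 groups of libraries tested for 1 value far from the others, 10 had one, where 3.9 are expected by chance. The tests on how the liver counts were made, apart from the one on the genes that differ between the transfer groups, were chosen only after the results were seen.

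In the gonads, fetus 1, the lightest, lay far from the others on 5 measures. The mean standardized expression of the weight cluster was −2.48 in it and between −0.33 and 0.956 in the others, and its score on the first principal component was −87.24, against −20.24 to 30.04. Its log2 CPM was 0.384 for HSPA13 (3.38 to 6.21 in the others), −0.64 for PKIB (1.53 to 3.41) and −0.64 for SOX9 (1.39 to 3.35). HSPA13, PKIB and SOX9 are in the cluster, so these measures are not independent. That 1 library decides the rise of the cluster was tested by leaving fetus 1 out, which gave a mean gene r of −0.168, and the direction was lost. A part of the mesonephros in the dissected tissue is a possible explanation that was tested on marker genes. Their mean standardized expression in fetus 1 was −0.711, the lowest of the 9 libraries, but fetus 7 lay farther away at 0.865, and what distinguishes fetus 1 cannot be told apart from its weight in 1 library. No other biological explanation was tested.

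Mitochondrially encoded genes took 7.225% of the counts of the gonads of fetus 7 and 3.31% to 4.653% of the others. No explanation was tested for this library.

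The share of even numbers among counts of 1 to 10 was 57.03% in the gonads of fetus 8 (70.03% to 80.54% in the others) and 54.55% in the heart of fetus 1 (71.53% to 75.47%). In the liver it was 43.91%, 56.77% and 54.47% in fetuses 1, 8 and 10 and 75.33% to 81.01% in the others, and in blood it was 83.65% to 87.47%. What makes even counts more frequent was not tested.

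The 3 liver libraries with a low share of even counts form one side of a candidate explanation for the 333 liver genes with at most 2 counts in some fetuses and at least 300 in the others, which is a count adjustment before deposit between these libraries and the rest that keeps 3 weight groups. Applied to the deposited heart counts of the same 8 fetuses, such an adjustment raised the genes with the pattern from 1 to 521, and in blood from 2 to 209. With no group kept it gave 1 in the heart and 0 in blood, and an adjustment between 3 sets of libraries without a kept group gave 1 in each, which is at the level of the untouched counts. Library depth is excluded, since the highest liver total was 1.89 times the lowest while the median ratio of high to low counts was 1450. The adjustment that keeps 3 weight groups also raised the genes varying with fetal weight at an unadjusted p-value under 0.05 from 1031 to 2650 in the heart and from 1038 to 2072 in blood, so a part of the 2977 genes of the liver may come from it. At an adjusted p-value under 0.05, the count went from 11 to 985 in blood but only from 0 to 1 in the heart. A part of the 301 liver genes at that threshold may therefore also come from it. The low counts were most frequent in the ET_D9 livers. Of the 333 genes, 325, 323 and 326 held at most 2 counts in fetuses 8, 9 and 10. In the ET_D7 livers of fetuses 1, 2, 3, 4 and 5, it was 284, 284, 146, 157 and 93. Of the 333 genes, 53 passed the count minimum and were tested, and 52 of these had an unadjusted p-value under 0.05 for weight. Leaving out the 333 genes lowered the genes tested from 16605 to 16552. It left 2977 genes at an unadjusted p-value under 0.05, as many as before, with 2914 of them in both fits, and 259 in place of 301 at an adjusted p-value under 0.05. Whether the liver counts were adjusted in this way is a hypothesis found in the same data.

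Over all nuclear oxidative phosphorylation genes, the mean standardized expression in the liver was −1.393 in fetus 8 and −0.117 to 1.0 in the others. Without fetus 8, the mean r with fetal weight was 0.164 in place of −0.0155. This library is among the 3 with a low share of even counts, and no explanation was tested for it alone.

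On the first principal component of the blood libraries, fetus 7 had a score of −37.95 and the others −6.65 to 13.27. Its total, 27509573 counts, and its share of mitochondrially encoded genes, 2.47%, were within the range of the other blood libraries. No explanation was tested.

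The paper does not compare the transfer groups gene by gene. In edgeR's quasi-likelihood test, 8 genes differed between ET_D9 and ET_D7 at an adjusted p-value under 0.05 in the heart (3994 at an unadjusted p-value under 0.05), 63 in the gonads (3290), 688 in the liver (2882) and 0 in blood (1237). As many genes were found in 3 of 100 splits of the fetuses in the heart, the real split included, and in 3 of 100 in the gonads. In the liver it was 1 of all 56. In blood the real count was 0, which every split reaches, so this test cannot decide there. At an unadjusted p-value under 0.05, 5 of 100 splits gave as many genes in the heart, 9 in the gonads and 9 in blood. In the liver it was 1 of 56. Fetal weight and transfer group vary together, so neither can be named as the source. A count adjustment could also raise the number in the liver. The same adjustment left it at 0 in the heart (4281 before and 2918 after it at an unadjusted p-value under 0.05) and moved it from 0 to 16 in the blood of the same fetuses (1578 and 1493), so an adjustment and a difference between the groups cannot be told apart for the liver: only 1 tissue moved. With the genes of the pattern left out, 610 genes differed in the liver.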

How the results depend on the processing

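The 41 results were computed under alternatives that gave 520 values. Of these, 400 kept the direction and the side of the threshold, or stayed within 1.5 times a count or the spread, 17 were no longer past the threshold, 25 passed it, 22 reversed and 56 moved. All alternatives that had been planned were run. For the changes below the cause was not tested, except where fewer fetuses were used.

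The fetus as a block left 523 heart, 1016 gonad and 1153 liver genes higher in their organ in the paired comparison, and 522, 997 and 1153 of these were also called without the block. Requiring a log2 fold change above 1 left 489 gonad genes.

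The number of genes varying with fetal weight depended on the term and the tool. A linear term gave 4734 genes at an unadjusted and 1100 at an adjusted p-value under 0.05 in the heart, 1001 unadjusted in the gonads and 0 adjusted in blood (1578 unadjusted). A spline with 2 degrees of freedom gave 2574 unadjusted in the heart and 0 adjusted in blood. A linear term with the transfer group gave 571, 12 and 1240 unadjusted in the heart, gonads and liver, and 0 adjusted in the liver and in blood (1315 unadjusted). A linear term without mitochondrially encoded genes, chosen after the data were seen, gave 4701 unadjusted and 950 adjusted in the heart, 1004 unadjusted in the gonads and 0 adjusted in blood. DESeq2's likelihood ratio test gave 2272 unadjusted in the heart, and 535, 1358, 1771 and 484 adjusted in the heart, gonads, liver and blood. An additive model gave 4022 unadjusted in the heart, and 1395, 1179, 2027 and 276 adjusted.

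Scaling moved the balance of directions for some sets of genes. In the heart, 56.3% of the genes with an unadjusted p-value under 0.05 for the linear term rose with TMM, 65.4% with RLE size factors and 96.2% without scaling, and the median slope of all genes moved from −0.014 to 0.121. At an adjusted p-value under 0.05, 849 genes rose and 251 fell with TMM, 1248 and 228 with RLE size factors, and 0 and 0 without scaling (4299 and 172 unadjusted), so the adjusted counts of the linear term in the heart depend on scaling. For the transfer groups in the heart the share was 59.4% with TMM and 92.8% without scaling, with a median of −0.055 and 0.254. In the liver it was 34.8% and 49.2% for the linear term and 32.4% and 45% for the groups, but at an adjusted p-value under 0.05 it hardly moved, from 19.7% to 22.4% and from 12.2% to 14.2%. In blood it was 46.7% and 23.5% for the linear term, and 45.7% and 21.2% for the groups. In the gonads, the share for the groups was 45.8% and 40.9%, while 38.1% of the genes differing between the groups at an adjusted p-value under 0.05 were higher in ET_D9 with TMM and 24.1% without scaling.

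Between the transfer groups, DESeq2's Wald test gave 2166, 940, 1520 and 65 genes in the heart, gonads, liver and blood. RLE size factors gave 6 in the gonads. Without a filter on low counts there were 3 in the gonads and 441 in the liver. Leaving out each fetus gave from 0 to 2846 genes in the heart (the highest without fetus 3), from 0 to 386 in the gonads (without fetus 9), from 227 (without fetus 9) to 1014 (without fetus 4) in the liver and from 0 to 1 in blood (without fetus 7).

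Without fetuses 9 and 10, the farthest from the median weight, the mean r was 0.686 for the heart cluster, 0.406 for the blood cluster, −0.61 for the shared cluster in the liver, 0.547 in the gonads, −0.741 in the liver and 0.397 in blood for the enriched oxidative phosphorylation genes, −0.548 for all oxidative phosphorylation genes in the liver, and 0.583 in the gonads and −0.627 in the liver for ribosomal protein genes. With the means of the transfer groups removed, it was 0.495 for the heart cluster, 0.302 for the liver cluster, 0.473 for the shared cluster in the heart, 0.609 in the heart and 0.387 in the gonads for the enriched genes, −0.0077 in the gonads, 0.404 in the liver and 0.418 in blood for all oxidative phosphorylation genes, and −0.117 for ribosomal protein genes in the gonads.

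CPM without TMM gave 0.558 for the enriched genes in the gonads, 0.628 in the heart and 0.127 in the liver for all oxidative phosphorylation genes, and 0.677 for ribosomal protein genes in the heart. For all oxidative phosphorylation genes, RLE size factors gave 0.321 in the heart and 0.015 in the liver, quantile normalization 0.279 and 0.0626, Spearman's rho 0.277 and 0.0082 (0.31 in the gonads), and leaving mitochondrially encoded genes out of the normalization, chosen after the data were seen, 0.317 and 0.0631. With at least 10 counts in at least 4 libraries it was 0.316 in the gonads. For ribosomal protein genes in the heart, the values were 0.365 with RLE size factors, 0.321 with quantile normalization and 0.334 with Spearman's rho, which gave 0.536 in the gonads.

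Leaving out each fetus gave a mean r from 0.655 (without fetus 10) to 0.86 for the heart cluster, −0.168 (without fetus 1) to 0.477 for the gonad cluster, −0.297 (without fetus 10) to 0.307 (without fetus 8) for the shared cluster in the liver, 0.427 (without fetus 1) to 0.724 in the gonads and −0.341 (without fetus 10) to 0.358 (without fetus 8) in the liver for the enriched genes. For all oxidative phosphorylation genes it gave 0.181 to 0.359 in the heart, 0.246 to 0.349 in the gonads and −0.321 (without fetus 10) to 0.164 (without fetus 8) in the liver. For ribosomal protein genes it gave 0.221 to 0.447 in the heart, 0.39 to 0.588 in the gonads and −0.286 (without fetus 10) to 0.451 in the liver.

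For the overlap, genes with a count in both tissues gave odds ratios of 1.16 for the heart, on the other side of 1, and 0.733 for the gonads. A background of the genes with a spline p-value under 0.05 in both tissues, with all listed genes of the usual background added whatever their p-value, gave 0.0044 for the heart and 0.0093 for the liver. In the heart it held 1807 genes, with 1299 of the heart cluster and 489 of the blood cluster, and in the liver 1100, with 395 and 494. Adding the listed genes lowers the odds ratio by construction, so these values are no evidence on the overlap. All genes of the deposited table, chosen after the data were seen, gave 1.97 for the heart, 1.19 for the gonads and 1.49 for the liver, each on the other side of 1, with genes counted that have no count in these tissues. For the prediction, no adjustment between blood and organ gave an RMSE of 0.147 g for the heart, 0.14 g for the gonads and 0.211 g for the liver, and for the gonads ridge regression gave 0.145 g and quantile normalization 0.127 g.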

Differences from the paper's values

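The paper's numbers of genes varying with fetal weight were 6816 in the heart, 8391 in the gonads and 4938 in maternal blood, against 1298, 2241 and 1591 here. Of the alternatives set before the data were examined, the linear term (4734) came within 1.5 times the paper's value in the heart, and none did in the gonads or in blood, where the highest were 2903 and 2187 with DESeq2's likelihood ratio test. A linear term without mitochondrially encoded genes, chosen after seeing the values, gave 4701 in the heart.

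For the overlap with the maternal blood cluster, the chi-square p in the paper, in percent, was about 0.0015 for the heart, about 40 for the gonads and about 20 for the liver (Fig. 4A, read by eye), against 51.2, 1.41 and 11.1 here. None of the alternatives set before the data were examined closed the gap in any organ. With genes with a count in both tissues as the background, it was 35.9, 17.5 and 77.7. All 35092 genes of the deposited table as the background, chosen after the data were seen, gave 0.00272, 44.9 and 19, which is within 1.5 times the paper's value for the gonads and liver and within 2 times for the heart.

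The paper's RMSE of the prediction trained on the heart was 0.04 g, against 0.0792 g here, and none of the alternatives set before the data were examined closed the gap; the lowest was 0.0713 g with quantile normalization.

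The paper's dataset of the 3 organs is smaller than the 25095 genes with a count in at least 1 deposited organ library, and 12922 genes have a count in every one. The paper states that the heart and blood clusters overlap beyond independence; here the 41 shared genes were fewer than the 45.1 expected among genes that passed the count minimum in both tissues, and more than the 21.9 expected among all genes of the deposited table. The lists of Table S3 share 41 genes for the heart and Table 1 lists 35. For the gonads, the paper reports no association, and here the 20 shared genes were fewer than the 33.5 expected among genes that passed the count minimum (adjusted p = 0.0423, chi-square test). The paper gives a quadratic best fit for maternal blood. Here the cubic fit had the lowest AIC over gene and fetus points, but hardly below the quadratic fit (283.29 against 283.58). Over fetus means the linear fit was lowest (16.5, against 17.3 for the quadratic fit). The paper counts SOX9 among the genes rising with fetal weight in the gonads; here its slope had a p of 0.227 for a linear term, while the spline term had a p of 0.000379 (adjusted p = 0.178). The paper describes a positive association of the shared cluster in each organ; here the mean r in the liver was 0.0601. Table S5 lists 453 genes where the text gives 454.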

Other observations

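The regression of blood marker genes and the tests on the content of the gonad libraries were chosen only after the results were seen.

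Permuting the weights between fetuses gave as many genes varying with weight at an unadjusted p-value under 0.05 in 15 of 60 draws in the heart, 7 of 60 in the gonads, 2 of 60 in the liver and 2 of 60 in blood, the real weights included. In some draws, weights unrelated to expression gave as many genes as the spline term gives in the heart and gonads at this threshold. The draws of permuted weights had a median of 284 genes in the heart and 573 in the gonads, below the real 1298 and 2241. Weights unrelated to expression are therefore not excluded there. With a linear term, as many genes were found in 3 of 60 draws in the heart, 20 of 60 in the gonads, 1 of 60 in the liver and 3 of 60 in blood, and for the heart also in 3 of 60 at an adjusted p-value under 0.05, so the linear counts of the heart stand above most permuted weights. Of 40 assignments of libraries to organs, 1 gave as many genes of each cluster higher in the heart, gonads and liver: the real one. The highest count in any other assignment was 0. The paper chose these clusters on the same libraries, so this outcome was to be foreseen and is no independent evidence.

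As many genes as in each cluster, chosen for the highest r with permuted weights, reached a mean gene r as high as that of the cluster in 18 of 1000 permutations in the heart, 979 in the gonads, 432 in the liver and 502 in blood. Selection on the weights could therefore give a mean r as high as that of the listed genes in the gonads, liver and blood, and rarely in the heart. The listed genes are not the genes with the highest r, so this comparison is not like for like. As many genes chosen for the highest r with the real weights reached 0.83 in the heart, 0.706 in the gonads, 0.881 in the liver and 0.757 in blood, and genes chosen in the same way on permuted weights reached these values in 6, 143, 12 and 24 of 1000 permutations. By this measure the real weights stand above most permuted ones in the heart, liver and blood, and less so in the gonads. What part of the r of the listed genes comes from selection stays open.

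For the heart cluster, a falling share of mitochondrially encoded transcripts was tested as the cause by leaving these genes out of the normalization, which gave a mean gene r of 0.7887, so the rise was not lost. The share itself was unrelated to the total count (r = 0.0764, exact permutation p = 0.845), which argues against library size. Blood or another cell type in the lighter hearts could change the share: erythroid markers had a mean r of −0.185 with weight (exact permutation p = 0.462, adjusted p = 0.732 over 19 relations) and cardiomyocyte markers 0.0807 (exact permutation p = 0.635, adjusted p = 0.848), with n = 9 fetuses. The share was 40.8% to 57.3% in the hearts of fetuses 1, 2, 4 and 5, and 23.5% in that of fetus 3. It was at most 36.8% in the liver, 7.23% in the gonads and 3.29% in maternal blood, prepared with another kit. These values argue against material of these tissues as the source of the high shares. Cell types not measured alone stay open. Too few fetuses were measured to tell a small part of such cells apart, or to tell it from a change within the heart muscle.

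The heart model was tested for genes and weights coming from the same fetuses. With genes chosen and the model trained without the predicted fetus, the RMSE was 0.2054 g (r = −0.154, permutation p = 0.64), above the 0.1633 g of the mean weight of the other training fetuses, and 0.1535 g with ridge regression. Of 100 draws of permuted weights, 10 gave an RMSE as low with genes chosen on the permuted weights, and 0 of 100 draws of 35 random genes did. The choice of genes on the same fetuses is therefore a candidate explanation of the low RMSE, and any 35 genes are not. The rule of choice used here picked only 8 of the genes of Table 1 on all fetuses, so it does not repeat the paper's choice.

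The blood cluster kept a mean gene r of 0.6855 with the means of the depth classes removed, which argues against library depth. Over all 571 genes, r of the cluster mean with fetal weight was 0.8902 before any removal. With the mean of blood cell markers removed by regression from both, r was 0.8839 for neutrophils, 0.9051 for T cells and 0.8867 for B cells. It was 0.8804 for monocytes, 0.8918 for platelets, 0.8462 for reticulocytes and 0.8003 for interferon-stimulated genes (10 fetuses, permutation p between 0.00027 and 0.00442, adjusted p of at most 0.00442). None of these lists alone accounts for the relation. The cluster was chosen for rising with these weights, so these p-values are no independent evidence. The mean gene r of the lists with fetal weight was 0.0825 for neutrophils, 0.312 for T cells, 0.146 for B cells, −0.243 for monocytes, −0.0382 for platelets, −0.461 for reticulocytes and 0.589 for interferon-stimulated genes (permutation p = 0.0404, adjusted p = 0.256), and no list passed the threshold after adjustment.

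In the gonads, the mean r of the marker lists with fetal weight was 0.0977 for Sertoli cells, 0.0277 for Leydig cells, 0.171 for the mesonephros, −0.273 for germ cells (exact permutation p = 0.0314, n = 9), −0.139 for proliferation and 0.232 for the kidney (exact permutation p = 0.0253, n = 9), the last 3 with adjusted p-values of 0.256, 0.497 and 0.256. In the liver it was −0.418 for hepatocytes, 0.0886 for erythroid cells and 0.0725 for proliferation, and in the heart 0.068 for proliferation, with adjusted p-values of 0.497, 0.848, 0.848 and 0.7.

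Libraries labelled gonads held few transcripts of Sertoli, Leydig and germ cells: GATA4 had 0 to 6 counts in them, against 5296 to 9073 in the heart. Gene identifiers are excluded as the cause, since the lowest count of GATA4 in the heart was 5296, and so is depth, since the median total of the gonad libraries was 32178653. Exchanged columns are excluded, since all 10 cardiomyocyte markers were higher in every heart library than in every other organ library, and all 10 hepatocyte markers were in every liver library. Kidney tissue in these libraries may account for it: 10 of 23 kidney genes were higher in every gonad library than in every heart and liver library, but of the 17 that had not been seen before the list was written only 4 were, where most were predicted. WT1 (130 CPM) and PAX2 (114 CPM) are expressed in the gonads, EYA1 reached 123 CPM and SALL1 101 CPM. Some of the 17 genes were higher in another organ, as LRP2 (46.1 CPM in the liver, 8.56 CPM in the gonads) and PODXL (263 CPM in the heart, 56.6 CPM in the gonads). Such genes can fail the comparison with every heart and liver library even where kidney tissue is present, so the count of 4 cannot decide. Kidney tissue therefore stays open as the explanation. Of the genes of gonad cells, NR5A1 had 0.7 CPM, DHH 0.894 CPM, DMRT1 0.11 CPM and DDX4 0.127 CPM, while of the kidney list FOXD1 had 60.5 CPM, SIX2 38.8 CPM, RET 35 CPM and SLC12A1 30.2 CPM; these genes were picked after their values were seen. The low values argue against gonad cells as the main content of these libraries, which are called gonads here after their label.

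The first principal component took 67.1% of the variance between hearts and 64.4% between gonads, against 27.8% in the liver and 24.4% in blood, and gene loadings of the heart and gonads correlated by 0.794 across 8731 genes (Spearman, genes are not independent). In the heart the scores followed the share of mitochondrially encoded genes (r = −0.942, exact permutation p = 0.000289) and fetal weight (r = 0.736, exact permutation p = 0.0267). The component still took 65.1% of the variance without mitochondrially encoded transcripts, so these genes alone do not make it up. Leaving out at most 37 of 9178 genes could hardly change this share. It therefore does not exclude that what sets the mitochondrial share also drives the component. A property of the libraries that is not specific to the organ may be behind it: across proteasome genes the loadings of the heart and gonads correlated by 0.7189, across ribosomal protein genes by 0.856 and across oxidative phosphorylation genes by 0.779, but across chaperonin genes by 0.286. The prediction had named the proteasome and the chaperonin, and the 8 chaperonin genes are too few to decide, which keeps this open. In the heart, 33 of 81 ribosomal protein genes had an r above 0.5 with the scores and 27 an r below −0.5. It was 38 and 30 of 80 oxidative phosphorylation genes and 19 and 7 of 33 proteasome genes, so genes of the same list moved in opposite directions. In the gonads it was 17 and 9, 27 and 8, and 15 and 4. What splits these genes was not tested. The weight clusters follow the component: 1038 of 1040 genes of the heart cluster had an r above 0.5 with the scores of the heart (median 0.94) and 913 of 918 genes of the gonad cluster with those of the gonads (median 0.953), so what makes the component also bears on these clusters. Developmental stage shared by the organs of a fetus may also be behind it. The scores of heart and gonads had an r of 0.2741 across 8 fetuses (exact permutation p = 0.622) and a Spearman's rho of −0.3095, in the opposite direction. These fetuses are too few to tell.

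For lists not chosen on these samples, the mean r with fetal weight of all nuclear oxidative phosphorylation genes was 0.297 in the gonads (exact permutation p = 0.0524, adjusted p = 0.115, n = 9), −0.0155 in the liver (exact permutation p = 0.943, n = 8) and 0.274 in blood (permutation p = 0.125, adjusted p = 0.198). For ribosomal protein genes it was 0.311 in the heart, 0.47 in the gonads, 0.138 in the liver and 0.418 in blood, with adjusted p-values of 0.148, 0.146, 0.8 and 0.237. With the mean of each transfer group removed, the nuclear oxidative phosphorylation genes in blood had r = 0.418 (exact permutation p = 0.0198, not adjusted). Those in the heart, gonads and liver did not pass the threshold (exact permutation p = 0.213, 0.968 and 0.247). With a preset correlation between genes, camera gave 4.65e-05 for all nuclear oxidative phosphorylation genes in the heart, 5.36e-06 in the gonads, 0.845 in the liver and 8.33e-06 in blood. Of these, the heart relation held under fry (p = 0.00729), and none held with an estimated correlation (p = 0.131, 0.133 and 0.212). Of 18 differences between tissues in all 3 lists, none passed the threshold, the lowest adjusted p being 0.815.

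Against 10000 pairs of lists matched on expression, the overlaps of the heart, gonad and liver clusters with the blood cluster (41, 20 and 8 genes) stood beside means of 49.91, 38.58 and 12.97 genes (p = 0.189, 0.0012 and 0.186, two-sided). The count of XIST, which is maternal, was 0 to 22 in the organ libraries and 13208 to 35671 in blood.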
